A study of Homo sapiens with 2 samples. Its data were reported in "Blocking Tryptophan Catabolism Reduces Triple-Negative Breast Cancer Invasive Capacity" (2024).

How the data were processed

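MDA-MB-453 cells were cultured with vehicle (water) or with IL1β and TNFα at 10 ng/ml for 24 hours by the labels and the study's methods, and 1 library per condition was made with a 10x Genomics single-cell 3′ kit. Groups were taken from the sample labels, and cells were assigned to the 2 libraries by the sample column of the deposited cell table. The authors counted UMIs per gene and cell with Cell Ranger 3.1.0 on GRCh38 and deposited those counts without normalization. Per the study's methods, cells with 50000 or more UMIs, with 3000 or fewer or 5000 or more genes, or with 15% or more mitochondrial UMIs were removed in Seurat 4.0.4, and genes seen in fewer than 10 cells were removed. In the deposited matrix no cell lay outside these limits, and 328 genes had a UMI in fewer than 10 of the cells kept. An upper limit on genes per cell can remove cells with much RNA, such as dividing cells, in unequal numbers from 2 cultures, and cells removed by the authors were not analysed here. The authors also deposited, for each cell, its UMI count, its number of genes, the percent of mitochondrial UMIs, S and G2/M phase scores, a phase call and a cluster number. How the clusters were made is not stated in the sources used here. The deposited phase scores themselves were not used. In all 5985 cells the summed counts and numbers of genes were checked against the cell table and were equal.

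UMIs were summed per library over all cells and divided by the library total to give counts per 1000000 UMIs (CPM). The log2 ratio of both CPM values was given with an exact 95% interval from the conditional binomial distribution of both sums, and each CPM with an exact Poisson interval. UMIs count molecules, and all intervals cover counting error only, not the spread between cultures. Those of CPM and of log2 ratios also leave out the spread between cells. With 1 library per condition no test was made, because cells of a culture are not replicates. For list medians a gene at 0 in a library was set to 3 UMIs in that library, and its fold was bounded by the lower end of the exact interval. Genes at CPM 5 or more in at least 1 library counted as measured, and genes were counted as higher or lower when they differed at least 2-fold with the interval on the same side.

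In all, 33 gene lists were fixed before the data were examined, and ribosomal protein and mitochondrially encoded genes were taken by name. For each of the 29 lists with at least 3 measured members, the median log2 ratio was placed among medians of 10000 random lists of equal size drawn from 20 bins of mean CPM. The lists were written with the study's text at hand, which names TDO2, KMO, KYNU, S100A8, S100A9 and CCL2. Genes named in the text were a fixed set of tryptophan, AhR, cytokine and mesenchymal genes, the 12 largest and 12 smallest log2 ratios among genes at CPM 20 or more in at least 1 library, up to 4 members of each list outside the central 95% of random lists or named by the study's question, and the 10 highest and 5 lowest correlations with TDO2 in each library. IDO2, HAAO and VIM were in the fixed set and are not analysed here.

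To compare shares of cells, each cell was thinned without replacement to 15000 UMIs, the 10th percentile of depth in the shallower library rounded down to a multiple of 1000. This left out 236 vehicle and 130 cytokine-treated cells. Shares have exact Clopper-Pearson intervals. Spread between cells was the variance of the thinned counts over the Poisson variance, ranked among the 200 genes nearest in CPM in the same library. Correlations with TDO2 were Pearson r across cells of ln(1 + 10000 × fraction of the cell's UMIs), the normalization the study states, for genes at CPM 20 or more in that library. Phases were called on thinned counts with scanpy 1.11.5 from the S and the G2 and M phase lists. No clustering was done, since the material is 1 cell line. Scrublet, run through scanpy, called 3 vehicle and 1 cytokine-treated cells doublets, under 0.5% of the cells, and was judged not to have worked on cells of 1 type, so the removal of doublets that had been intended was not made. Only 8 barcodes occurred in both libraries.

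Alternatives were scaling by TMM (edgeR 4.0.16) or by DESeq2 1.42.0 size factors, library totals without ribosomal and mitochondrial genes, means of per-cell CPM or of log-normalized values, a mitochondrial limit of 10%, G1 cells alone, limits for measured genes of CPM 1 and 20, thinning to 7500 UMIs, no thinning, at least 2 UMIs per cell, rank correlation, and the deposited phase calls. On data simulated from the vehicle means with 200 genes changed by known folds, 198 of the changed genes counted as measured and all 198 were recovered with their direction, while 2 of the 50 lowered 4-fold fell under CPM 5 in both simulated libraries. None of 8781 unchanged measured genes was called. The interval covered the true ratio in 95.2% of the genes. The true folds were 2.5, 4, 0.4 and 0.25, so genes close to the 2-fold limit were not tried. The simulation checks the computation and does not measure the spread between cells or cultures in the real counts. Gene positions and identifiers were taken from GENCODE 44 on GRCh38 by gene symbol, and 82.8% of the listed genes were found there by symbol. This is the build the authors used, with a different version of the annotation. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3.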

Results

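MDA-MB-453, an established human breast cancer line described in the labels as triple-negative, was grown in 1 culture with water as vehicle and in 1 culture with IL1β and TNFα at 10 ng/ml. After 24 hours RNA from single cells was counted by droplet sequencing of transcript 3′ ends with unique molecular identifiers (UMIs). The cell table held 2822 vehicle cells and 3163 cytokine-treated cells, and the count matrix listed 16251 genes. The vehicle library summed to 58587996 UMIs, with a median of 20249 UMIs and 4094.5 genes per cell. The cytokine-treated library summed to 69592446 UMIs, with a median of 21508 UMIs and 3942 genes per cell. Median mitochondrial shares were 6.28% and 6.48%, and ribosomal protein genes took 29.5% and 26.9% of all UMIs in the vehicle and cytokine-treated libraries. Each condition was 1 library, so no difference below has a replicate check and no p-value is given. All intervals are exact 95% intervals that cover counting error only.

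The study asked which cells express TDO2, which opens the kynurenine pathway by oxidizing tryptophan, and how the pathway responds to cytokines that activate NF-κB. TDO2 was at 9.30 counts per 1000000 UMIs (CPM; interval 8.54 to 10.1) in the vehicle library and at 563 CPM (557 to 568) in the cytokine-treated library, a 60.5-fold difference (log2 ratio 5.92, 5.80 to 6.04). KMO, which hydroxylates kynurenine, was 26.1-fold higher in the cytokine-treated library (9.32 against 243 CPM). KYNU, the kynureninase, was 17.1-fold higher (4.08 against 69.9 CPM). IDO1, the other main enzyme that opens the pathway, was close to undetected, with 7 UMIs in the vehicle and 4 UMIs in the cytokine-treated library, and no difference was detectable at this depth (log2 ratio -1.06, -3.28 to 0.92). TDO2 was the subject of the study, which described it beforehand as raised by these cytokines, and KMO and KYNU were named by the study from these same libraries, so their direction here is not independent evidence.

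Other genes of tryptophan handling went in both directions. AFMID, the formamidase between TDO2 and KMO, was at 8.47 CPM in the vehicle and 5.29 CPM in the cytokine-treated library. QPRT, which takes quinolinate toward NAD, was at 21.1 and 28.8 CPM. SLC7A5, the light chain of the LAT1 amino acid transporter, was 3.50-fold lower in the cytokine-treated library (12.02 against 3.43 CPM; log2 ratio -1.81, -2.03 to -1.59), and its heavy chain SLC3A2 was at 44.1 and 44.8 CPM. Of the 12 measured genes in the kynurenine and tryptophan list, 3 were at least 2-fold higher and 1 was at least 2-fold lower. The median log2 ratio of the list was -0.04 and its mean was 0.96, since TDO2, KMO and KYNU carried the mean. That median lay at percentile 81.4 of 10000 random lists matched on expression. In GRCh38 coordinates, TDO2 (ENSG00000151790) is a protein-coding gene on chromosome 4 from 155854738 to 155920406, KMO (ENSG00000117009) lies on chromosome 1 from 241532134 to 241595642, KYNU (ENSG00000115919) on chromosome 2 from 142877657 to 143055833 and SLC7A5 (ENSG00000103257) on chromosome 16 from 87830023 to 87869507.

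**Figure D1:**
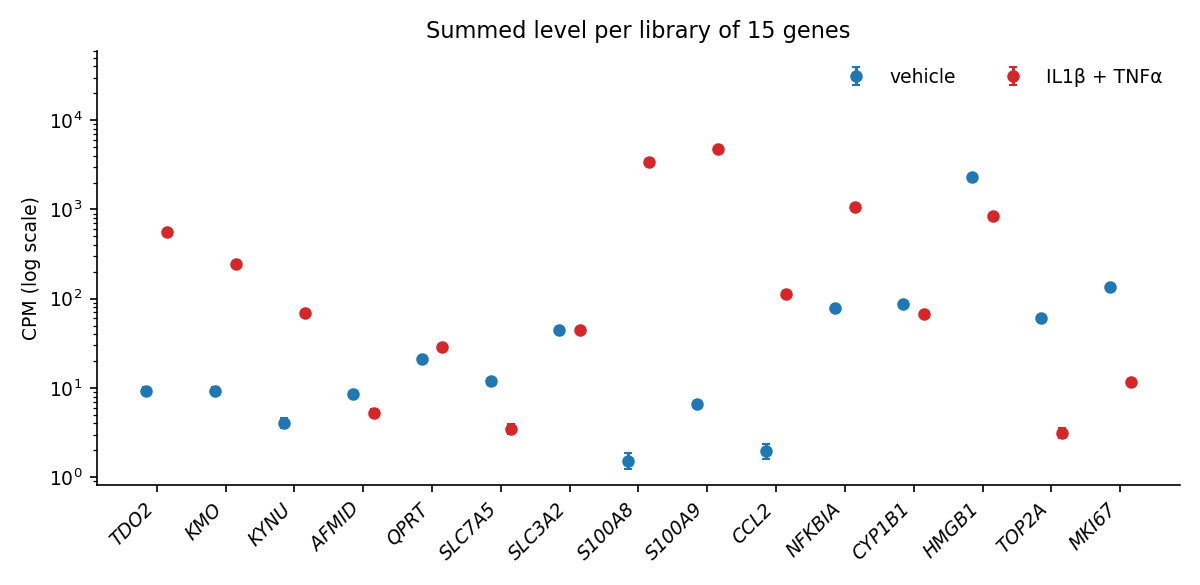
Level of 15 genes in the vehicle (blue) and the IL1β + TNFα treated library (red) in CPM on a log axis, with exact 95% Poisson intervals that cover counting error only. TDO2 stands at 9.30 and 563, S100A9 at 6.52 and 4714, and MKI67 at 134 and 11.7 in the vehicle and cytokine-treated libraries.

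Targets of the aryl hydrocarbon receptor (AhR), for which kynurenine is a ligand, did not share the difference seen for TDO2. CYP1B1 was at 88.1 CPM in the vehicle and 67.5 CPM in the cytokine-treated library, and TIPARP at 9.05 and 6.65 CPM, both lower under every scaling tried. CYP1A1 had 11 and 20 UMIs, and AHR was at 5.99 and 6.39 CPM. NQO1, also a target of NRF2, was 1.61-fold higher (677 against 1089.5 CPM; counts 39649 and 75821 UMIs). The median log2 ratio of the 6 measured genes of the AhR list was -0.27, at percentile 30.1 of random lists. None of the 6 differed by 2-fold or more. That list holds the receptor as well as targets, and also NFE2L2 (56.3 against 46.3 CPM, log2 ratio -0.28). Its median therefore does not describe targets alone.

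Inflammatory and antimicrobial transcripts showed the widest separation between the libraries. All 15 measured genes of the acute phase and antimicrobial list were at least 2-fold higher in the cytokine-treated library, with a median log2 ratio of 9.50. That median was 6.75 in G1 cells alone, 8.15 with measured genes at CPM 1 and 9.89 at CPM 20. S100A8 and S100A9, the subunits of calprotectin, were at 1.54 and 3426 CPM (2230.5-fold) and at 6.52 and 4714 CPM (723-fold) in the vehicle and cytokine-treated libraries. SAA1, an acute phase apolipoprotein, had no UMI in the vehicle library and 175 CPM in the cytokine-treated library, at least 2774-fold higher. PI3, SERPINA3 and LCN2, which encode elafin, antichymotrypsin and lipocalin 2, were likewise at 0 in the vehicle library and at least 1041-fold, 846.5-fold and 698.8-fold higher. CFB had 2 UMIs in the vehicle library and 67.9 CPM in the other (log2 ratio 10.96, 9.10 to 14.00), and S100A7 had 1 UMI and 20.9 CPM (log2 ratio 10.25, 7.77 to 15.56). SAA1 shares sequence with its near-identical neighbour SAA2, so its count is uncertain.

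Most cytokine genes followed the same direction. Of 12 measured cytokines and chemokines, 11 were higher and 10 of them at least 2-fold higher in the cytokine-treated library, with a median log2 ratio of 6.66. That median was 3.95 with measured genes at CPM 1 and 5.36 in G1 cells alone. It was 5.80 with totals free of ribosomal and mitochondrial genes and 6.86 with DESeq2 size factors. LTB, which encodes lymphotoxin beta, was at 0 UMIs against 273 CPM (at least 4339-fold higher), TNF at 0 against 37.6 CPM (at least 597-fold) and IL32 at 0 against 20.2 CPM (at least 321-fold). The neutrophil chemokine CXCL8 was 399.9-fold higher (0.273 against 109 CPM), and CCL2, a monocyte chemokine that the study picked from these libraries, 57.9-fold higher (1.95 against 113 CPM). MIF, singled out after its values were seen, was the only measured member lower (6278 against 4349 CPM), and as by far the most abundant member it made the summed level of the list lower, at 6326 against 5076 CPM. Each of these bounds is the lower end of the exact interval. For list medians a library at 0 was set to 3 UMIs, which is 0.0512 CPM in the vehicle library. In vehicle G1 cells alone 3 UMIs are a higher CPM, which lowers the G1 median of this list too.

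NF-κB feedback and target genes were higher as a group. Of 19 measured subunits and feedback inhibitors, 11 were at least 2-fold higher and none was at least 2-fold lower (median log2 ratio 1.31). NFKBIA, the inhibitor that NF-κB itself induces, was 13.5-fold higher (79.4 against 1069 CPM), RELB 97.7-fold (0.290 against 28.3 CPM), TNFAIP3 77.9-fold (0.102 against 7.98 CPM) and ZC3H12A 14.8-fold (6.14 against 90.7 CPM). Among 21 other NF-κB targets 11 were at least 2-fold higher, with a median of 1.02. They included BIRC3 (95.5-fold), IRF1 (14.3-fold), SOD2 (10.0-fold) and ICAM1 (8.47-fold). Both medians lay above all 10000 random lists, as did those of the acute phase list and the cytokine list.

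Antigen presentation and interferon-stimulated genes were also higher. Of 17 measured MHC class I and immunoproteasome genes, 11 were at least 2-fold higher and none was lower at all (median 1.51). HLA-B, a class I heavy chain, was 17.5-fold higher, the immunoproteasome subunit PSMB9 13.8-fold, and the peptide loading genes TAP1 and TAPBP 6.16-fold and 4.29-fold. Of 21 interferon-stimulated genes 14 were at least 2-fold higher (median 1.31), among them CXCL10 (0 UMIs against 9.10 CPM, at least 144-fold), IFI27 (13.6-fold) and UBE2L6 (11.3-fold). In the IL6 and STAT3 list 3 of 7 genes were at least 2-fold higher (median 0.72), namely IL6ST (24.4-fold), CEBPD (5.17-fold) and SOCS1 (2.11-fold), while JAK1 was 1.65-fold higher. The medians of all 3 lists lay above all 10000 random lists. Lists can share genes, as IRF1 is in both the NF-κB target and the interferon-stimulated list. Their medians are therefore not independent findings. Counts of HLA genes are uncertain because reads can be shared among them. Only 1 gene of the MHC class II list was measured.

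Proliferation transcripts were the main group lower in the cytokine-treated library. Of 54 G2 and M phase genes 50 were at least 2-fold lower (median log2 ratio -3.07), and of 43 S phase genes 40 were (median -2.03), with not a single member higher in either list. TOP2A, the topoisomerase that untangles replicated chromosomes, was 19.6-fold lower (61.2 against 3.12 CPM). The spindle and centromere genes ASPM, CENPA, CENPE, CEP55, TACC3 and CENPF were 14.3-fold, 13.8-fold, 13.7-fold, 12.9-fold, 12.3-fold and 11.4-fold lower, and the cell cycle kinases and cyclin PLK1, PBK and CCNA2 were 12.8-fold lower each. MKI67 and GTSE1 were 11.5-fold lower each. In the same lists PIMREG was 27.1-fold lower, DLGAP5 16.6-fold and CDC25C 14.3-fold, and among replication genes BLM was 9.66-fold, RRM2 9.33-fold, EXO1 7.92-fold and RAD51AP1 7.21-fold lower.

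Growth and chromatin genes were lower as well, by less. Of 35 MYC target and ribosome biogenesis genes 32 were lower, 5 of them at least 2-fold (median -0.64). Examples were DKC1 (2.15-fold), RANBP1 (2.10-fold), POLR1B (2.06-fold) and WDR43 (2.03-fold). Of 10 chromatin architectural genes 5 were at least 2-fold lower (median -0.87), including HMGB2 (8.41-fold), the histone variant H2AFZ (3.396-fold), HMGN2 (3.22-fold) and HMGB1 (2.70-fold; 2281 against 844 CPM). The 4 medians of the proliferation, growth and chromatin lists lay below all 10000 random lists. HMGB1, HMGN2 and H2AFZ have processed pseudogenes that can take or give reads, so their counts are uncertain.

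Epithelial and secretory genes were higher. Of 22 luminal genes 7 were at least 2-fold higher and none was at least 2-fold lower (median 0.57). TFF1, a trefoil peptide, was 17.1-fold higher (60.8 against 1037 CPM), the keratins KRT7 and KRT8 were 6.33-fold and 3.24-fold higher, and TFF3 was 3.51-fold higher. All 22 measured unfolded protein response genes were higher to some degree (median 0.48), with DNAJB9 at 2.16-fold, ERN1 at 1.99-fold, SDF2L1 at 1.92-fold and DDIT4 at 1.89-fold. The luminal and unfolded protein response medians lay above all 10000 random lists. Immune checkpoint and ligand genes had a median of 0.50 (percentile 99.9), led by the complement regulator CD55 (4.79-fold) and the CD47 signal (3.61-fold), with CD59 1.73-fold and ICOSLG 1.54-fold higher. Cholesterol and fatty acid synthesis genes had a median of 0.25 (percentile 99.98), where HMGCS1 was 2.40-fold, FDFT1 1.87-fold and MSMO1 1.57-fold higher and ELOVL6 1.84-fold lower. NAD genes had a median of 0.15 (percentile 97.6), where PARP9, PARP14 and NMRK1 were 1.92-fold, 1.69-fold and 1.53-fold higher and SIRT1 was 1.53-fold lower. The NAD percentile lay inside the central 95% with TMM scaling (97.44), with a mitochondrial limit of 10% (97.37) and when measured genes were limited to those at CPM 20 or more (80.2).

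Mesenchymal markers were mostly too low to compare. Of the 5 measured genes FN1, fibronectin, was 29.8-fold higher (0.256 against 7.63 CPM), TAGLN was 1.54-fold higher, and TNC and ITGB1 were at log2 ratios of -0.20 and -0.13, the second with the opposite sign when scaled by TMM or median of ratios. The list median was -0.05 and its mean 1.03, at percentile 74.4 of random lists. ZEB1 had 8 and 12 UMIs and CDH2 29 and 23 UMIs in the vehicle and cytokine-treated libraries, while CDH1 was at 4.75 and 5.93 CPM. The remaining medians lay within the central 95% of random lists. They were 0.21 for androgen receptor targets (percentile 96.6), 0.06 for amino acid catabolism and synthesis (96.6), 0.01 for cell death regulators (93.7), 0.04 for immediate early and heat shock genes (93.3, with a mean of -0.05) and -0.08 for iron and redox genes (71.0). Of these, androgen receptor targets left that range with measured genes at CPM 1 (median 0.44, percentile 99.81) or CPM 20 (0.93, 99.84) and with totals free of ribosomal and mitochondrial genes (0.18, 98.15). Amino acid genes left it upward at CPM 20 (0.18, 98.9), and iron and redox genes downward at CPM 1 (-0.36, 2.34). The other medians were -0.12 for mitochondrially encoded genes (40.1), -0.17 for ribosomal proteins (6.02, and 0.01 in G1 cells alone), -0.20 for glycolysis and hypoxia genes (26.8), -0.22 for cell cycle inhibitors and p53 targets (47.0) and -0.33 for cytokine receptors and adaptors (17.7).

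**Figure D2:**
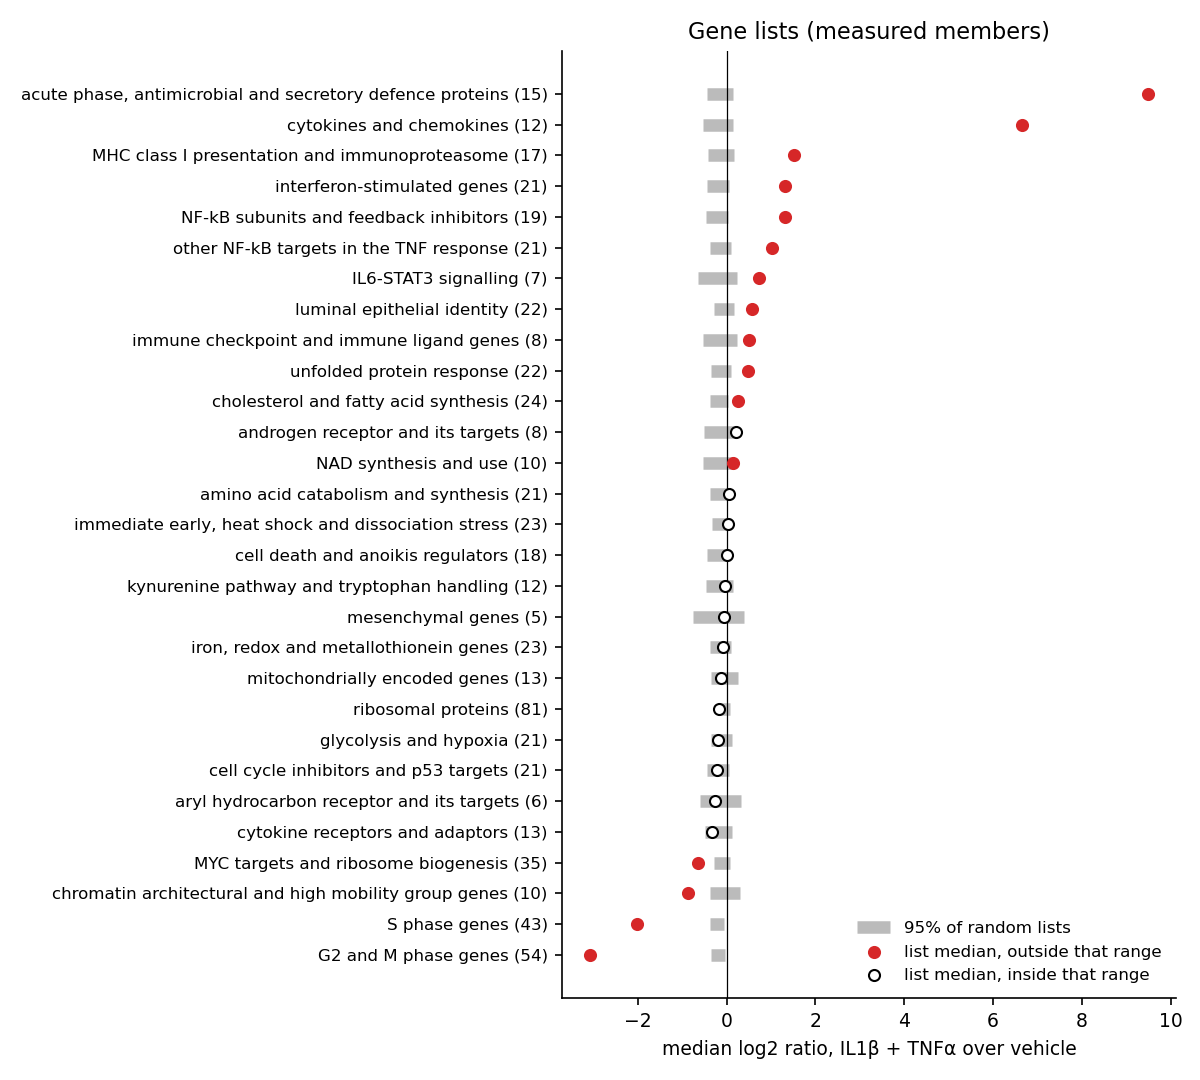
Median log2 ratio (IL1β + TNFα over vehicle) of each gene list with at least 3 measured members, the number of members in brackets, against the central 95% of medians of 10000 random lists matched on expression (grey bars). In all, 12 medians lie above that range, from 0.15 for NAD genes to 9.50 for acute phase genes, and 4 lie below it, from -0.64 for MYC targets to -3.07 for G2 and M phase genes.

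Over all genes, 9192 reached CPM 5 in at least 1 library. Of these, 394 were at least 2-fold higher and 688 at least 2-fold lower in the cytokine-treated library with intervals on the same side of no difference. The highest levels reached by markers of T, B and NK cells, myeloid cells, basal cells and erythroid cells were 0.244, 2.18, 4.17 and 0.956 CPM in either library, and COL1A1 at 20.9 CPM was the only measured marker of fibroblasts or endothelium. The median log2 ratio of all measured genes was -0.20, and scaling by TMM or by median of ratios added 0.18 or 0.19 to every log2 ratio. The counts higher and lower were then 533 and 485 with TMM and 549 and 478 with median of ratios, so that the share higher among them was 52.4% and 53.5%, against 36.4% by total UMIs.

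In single cells, TDO2 was found in few vehicle cells and in most cytokine-treated cells. After each cell was thinned to 15000 UMIs, which left 2586 vehicle and 3033 cytokine-treated cells, a TDO2 UMI was present in 4.06% (Clopper-Pearson interval 3.33 to 4.89) and 68.6% (66.9 to 70.3) of cells. Unthinned shares were 4.82% and 72.02%, at median depths of 20249 and 21508 UMIs. Thinned shares were 12.1% and 89.9% for KMO, 5.34% and 51.2% for KYNU, and 0.116% and 0.132% for IDO1. They were 3.403% and 98.5% for S100A9, 1.55% and 97.6% for S100A8, 64.8% and 99.9% for NFKBIA, and 0.773% and 26.6% for CCL2. CYP1B1 was found in 56.7% and 47.0% of thinned cells, AHR in 7.85% and 8.41%, AFMID in 11.6% and 7.88%, and CYP1A1, ZEB1 and CDH2 in under 1% of cells of either library. No other cell type was present to give a background share, and the shares of both libraries, for TDO2 and the other genes, include any free RNA.

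TDO2, KMO and KYNU were found together in 2 of 2586 thinned vehicle cells (0.0773%) and in 948 of 3033 thinned cytokine-treated cells (31.3%). Independent detection of the same 3 shares would give 31.6% in the cytokine-treated library. None of the 3 was found in 80.0% of vehicle and 2.08% of cytokine-treated cells. In the cytokine-treated library KMO was detected in 91.4% of cells with TDO2 (90.1 to 92.6) and in 86.6% of cells without it (84.2 to 88.7). KYNU went the other way, at 49.0% (46.8 to 51.2) and 56.0% (52.8 to 59.2), as did CCL2, at 24.2% (22.3 to 26.1) and 31.9% (29.0 to 35.0).

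TDO2 was unevenly spread over cells in both libraries. In thinned vehicle cells, 95.9% had no TDO2 UMI where 87.6% would have none if every cell held the mean level. The variance of the TDO2 counts was 6.98 times the Poisson variance, above all 200 genes nearest in level, of which the highest was at 1.254. In thinned cytokine-treated cells 31.4% had no TDO2 UMI against 0.0315% if every cell held the mean level. There the ratio was 20.8, again above all 200 nearest genes (highest 16.1). KMO and KYNU had lower ratios, of 1.14 and 1.32 in vehicle and 2.37 and 2.15 in cytokine-treated cells. They too ranked high among their own 200 nearest genes. Their percentiles were 98 and 98.5 in vehicle and 92.5 and 98 in cytokine-treated cells. The top 10% of cytokine-treated cells held 48.3% of all TDO2 UMIs, and 12.4% of the cells had 20 or more.

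**Figure D3:**
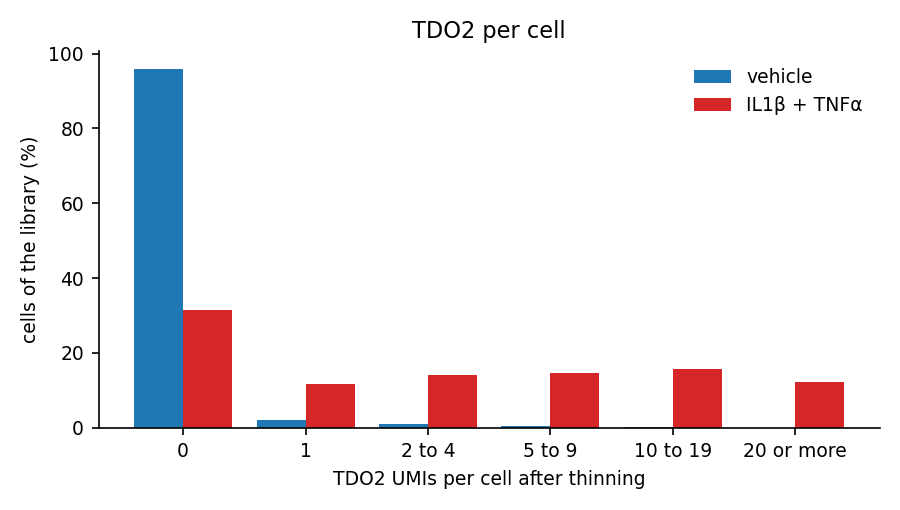
Percent of the cells of each library (vehicle blue, IL1β + TNFα red) with a given number of TDO2 UMIs after thinning to 15000 UMIs per cell, from 2586 and 3033 cells. No TDO2 UMI was found in 95.9% of vehicle and 31.4% of cytokine-treated cells, and 12.4% of cytokine-treated cells held 20 or more.

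Correlation with TDO2 across cells was used to ask which transcripts accompany it within each culture. Among cytokine-treated cells, XBP1, a transcription factor of secretory cells, had the highest Pearson r with TDO2 (0.28), followed by SNPH (0.26), CKB (0.26), PRDX2 (0.26), REEP5 (0.26), CRABP2 (0.25), ID2 (0.25), FGFR4 (0.24), PLA2G2A (0.24) and SSR4 (0.24). The lowest r values were those of TMSB4X, the actin-binding thymosin beta 4 (-0.35), RPLP1 (-0.26), ARHGAP29 (-0.23), IGFBP5 (-0.23) and FLNA, filamin A (-0.22). Among vehicle cells the correlations were weaker, led by TFF1 (0.16), CHCHD2 (0.10), C1orf21 (0.09), LGALS3 (0.09) and TMEM54 (0.08), then SMPDL3A, TEX9, POMP, TMC5 and NUPR2 (0.07 each), while ATP1B1 (-0.10), IGFBP5 (-0.09), TMSB4X (-0.08), HSPB11 (-0.08) and S100A10 (-0.08) were lowest. The order among vehicle cells depended on the method. In G1 vehicle cells alone r was 0.07 for TFF1, 0.02 for C1orf21 and 0.05 for LGALS3. CHCHD2 (0.10) and TMEM54 (0.09) kept similar values there. Over all genes in G1 vehicle cells r had a standard deviation of 0.038 and reached 0.148, so these values alone carry little weight. In all vehicle cells the standard deviation over 4801 genes was 0.022, and no chance level was computed for single genes. With rank correlation CHCHD2 (0.102) stood above TFF1 (0.099). Cells of 1 culture are not replicates, and these values describe the cultures.

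The 2 libraries ranked genes in partly similar order. Across the 4087 genes at CPM 20 or more in both, which are not independent of each other, Spearman's rho between the r values was 0.31, and it was 0.15 with rank correlation and 0.19 in G1 cells alone. The top 50 lists shared 7 genes (ATP6AP1, ATP6V0B, CHCHD2, ID2, PLA2G2A, REEP5 and XBP1), where independent lists would share 0.612. With rank correlation 3 genes were shared (CHCHD2, ID2 and PLA2G2A), and in G1 cells alone 3 (BLVRB, CHCHD2 and TMEM205), of which only CHCHD2 was among the 7. In the cytokine-treated library the unfolded protein response list had a median r of 0.09 (14 of 16 genes positive, percentile 99.9 of random lists) and the luminal list 0.08 (16 of 21, percentile 98.9), while NF-κB targets other than feedback inhibitors had a median r of -0.05 (15 of 19 negative, below all random lists). The most extreme median r in that library was that of ribosomal proteins, -0.10 (75 of 81 negative, below all random lists), and cells with TDO2 were deeper there, with a median of 21916.5 UMIs against 20463 in cells without it. In vehicle cells the luminal list had a median r of 0.03 (16 of 20 positive, above all random lists), but the unfolded protein response list did not stand out (7 of 15 positive, percentile 22.1). Mitochondrially encoded genes had a higher median r in vehicle cells, 0.04 (12 of 13 positive, above all random lists), and ribosomal proteins had -0.02 (70 of 81 negative, below all random lists), lists that can also reflect the quality of a cell. The acute phase list, there with only PLA2G2A, CLU and SLPI, had a median r of 0.05 (percentile 99.995), and S phase genes (percentile 0.05), cholesterol synthesis (0.5) and cell death regulators (1.39) lay below the central 95%.

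**Figure D4:**
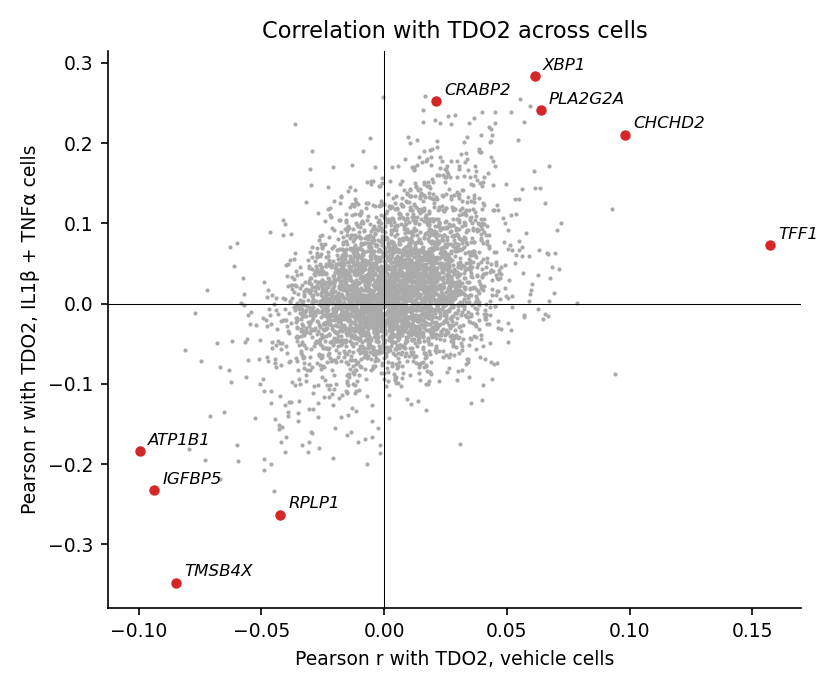
Pearson r with TDO2 across vehicle cells (horizontal axis) and across IL1β + TNFα treated cells (vertical axis), 1 point per gene for 4087 genes, with the named genes in red. Spearman's rho across the genes is 0.31 (0.15 with rank correlation, 0.19 in G1 cells alone), with XBP1 highest (0.28) and TMSB4X lowest (-0.35) in cytokine-treated cells.

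Phase calls followed the proliferation genes. On thinned counts 25.1% of vehicle cells (23.4 to 26.8) and 86.8% of cytokine-treated cells (85.6 to 88.0) were called G1. S phase calls were 51.9% and 11.8%, and G2/M calls 23.0% and 1.35%. Unthinned G1 shares were 27.1% and 86.7%, and the deposited phase calls gave 36.6% and 88.5%. The summed level of S phase genes was 1845 CPM in the vehicle and 548 CPM in the cytokine-treated library, and that of G2 and M phase genes 5406 and 2325 CPM. The calls are ranges of a score, and 25.2% of vehicle and 9.17% of cytokine-treated cells lay within 0.05 of the boundary of G1.

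TDO2 was higher in the cytokine-treated library within every phase. In G1 cells it was at 8.24 CPM (6.77 to 9.94) and 588 CPM (582 to 594), in S phase cells at 9.46 and 427 CPM, and in G2/M cells at 11.0 and 532 CPM, the last from 41 cytokine-treated cells. KMO was at 12.4 and 258 CPM in G1, 7.28 and 159 CPM in S phase, and 9.71 and 139 CPM in G2/M. KYNU was at 4.54 and 71.3 CPM in G1, 3.76 and 58.2 CPM in S phase, and 3.41 and 73.9 CPM in G2/M. Within G1 cells alone 407 genes were at least 2-fold higher and 362 at least 2-fold lower, the latter against 688 in all cells. S phase and G2 and M phase genes remained lower in G1 cells of the cytokine-treated library, with median log2 ratios of -0.84 and -1.30.

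**Figure D5:**
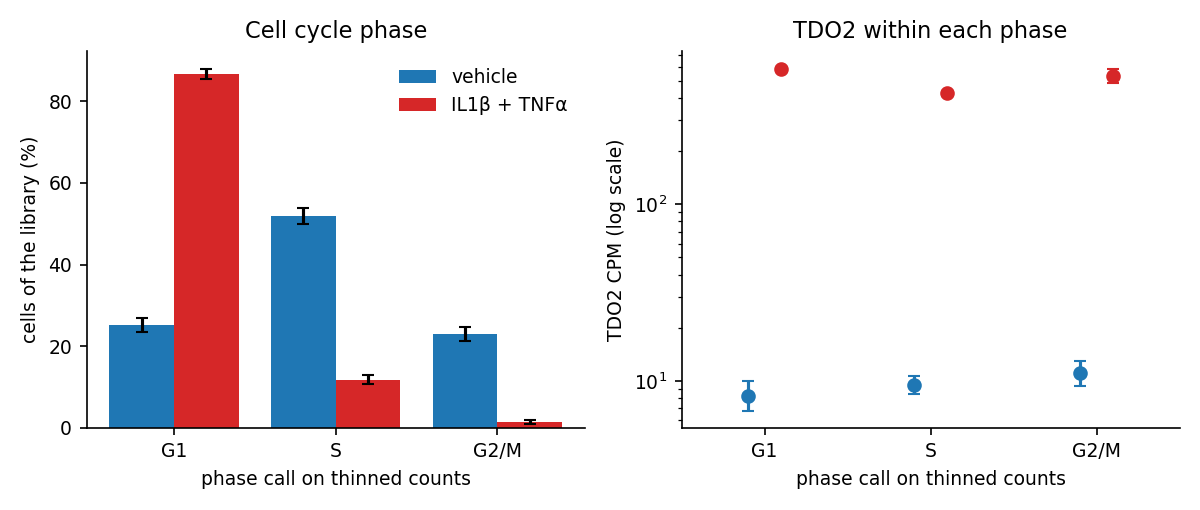
Left, percent of cells of the vehicle (blue) and IL1β + TNFα treated library (red) called G1, S or G2/M on thinned counts, with exact binomial 95% intervals. Right, TDO2 in CPM (log axis) within each phase with exact Poisson 95% intervals, at 8.24 and 588 in G1 cells of the vehicle and cytokine-treated libraries.

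The authors' deposited clusters, numbered 0 to 5, divided TDO2 further. In the cytokine-treated library TDO2 was highest in cluster 0 (788 CPM, 777 to 800, 1100 cells), then cluster 3 (685 CPM, 588 cells) and cluster 5 (663 CPM, 134 cells), and lowest in cluster 1 (260 CPM, 252 to 268, 728 cells). In the vehicle library it was again highest in cluster 0 (21.7 CPM, 18.1 to 25.9, 283 cells) and between 6.25 and 9.22 CPM in the others. The vehicle value of cluster 0 rests on 126 UMIs in 8.48% of its cells. Its interval leaves out the spread between cells, so the order of the vehicle clusters is uncertain. The cytokine-treated level was 36.3-fold above the vehicle level in cluster 0 and 75.5-fold in cluster 3, the ends of the range over the 6 clusters. KMO was likewise highest in cluster 0, at 325 CPM in cytokine-treated and 13.6 CPM in vehicle cells, whereas KYNU in cytokine-treated cells ranged from 51.7 CPM in cluster 2 to 77.8 CPM in cluster 0. How the clusters were made, and whether TDO2 itself helped define them, is not given in the sources used here.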

Values the study reported

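The study described collecting 3,000 MDA-MB-453 cells for single-cell sequencing, at a depth of 75,000 reads per cell. It gave the cytokine dose as 10 ng/mL and the exposure as 24 hours in its methods, while a legend gave 48 hours for the single-cell cultures. It described the line as having high endogenous TDO2 in approximately 20% of its cells.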

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

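Each condition was 1 library, so there was no replicate to leave out, and no difference here has been checked against the spread between cultures. No paired analysis was possible because each group holds 1 library. The alternative without the filter on cells changed nothing, since no deposited cell lay outside it, and the alternative without doublets was not run because the caller marked 3 and 1 cells. All 71 named genes that differed at least 2-fold kept their direction under every alternative, and so did every list median outside the central 95% of random lists. The named genes SLC3A2, ZEB1 and ITGB1, none of them 2-fold different, had the opposite sign under at least 1 alternative.

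The log2 ratio of TDO2, 5.92 by total UMIs, was 6.11 with DESeq2 size factors, 6.10 with TMM and 6.16 in G1 cells alone. It was 1.68 as a difference of mean log-normalized values, a scale that adds 1 before the logarithm and so shrinks low levels. On that scale 27 genes were at least 2-fold higher and 17 at least 2-fold lower, against 394 and 688. With measured genes at CPM 1 the counts were 660 and 1060, and at CPM 20 they were 221 and 336, since the number of genes considered changed. In G1 cells alone 362 genes were at least 2-fold lower, of which 316 were among the 688, and the cause was not tested. The numbers of list medians above and below the central 95% of random lists, 12 and 4, were 11 to 14 and 4 to 5 under the alternatives. The lists that crossed a bound were NAD genes and androgen receptor targets under 3 alternatives each, and ribosomal proteins, amino acid genes and iron and redox genes under 1 each, with the percentiles given above. Basal and myoepithelial markers had too few measured genes by the main limit, and at CPM 1 their median log2 ratio was 1.51, at percentile 99.8.

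The share of vehicle cells with TDO2 was 2.98% at 7500 UMIs and 2.01% with at least 2 UMIs required, against 4.06%. In cytokine-treated cells it was 59.7% at 7500 UMIs, 57.0% with at least 2 UMIs and 72.02% unthinned, against 68.6%, as depth and the rule for detection require. TDO2 lay above all 200 nearest genes in spread in both libraries with thinned, unthinned and G1 cells. The rho between libraries of 0.31 was 0.25 with thinned counts, 0.15 with rank correlation, 0.19 in G1 cells and 0.38 for genes at CPM 50, and the number of genes shared among the top 50, 7, was 3 with rank correlation and 3, mostly other genes, in G1 cells; the cause was not tested. The vehicle G1 share of 25.1% was 27.1% unthinned and 36.6% by the deposited calls, and the cytokine-treated share of 86.8% was 88.5% by the deposited calls. The cause of the difference between both sets of calls was not tested. Depth limits IDO1, CYP1A1, ZEB1 and CDH2, with 4 to 29 UMIs per library, whose intervals all include no difference.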

Other observations

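TDO2 was not the only uneven transcript. In thinned cells the variance of S100A8 and S100A9 was 143 and 115 times the Poisson variance in the cytokine-treated library. For S100A9 it was 42.0 times in the vehicle library. In thinned cytokine-treated cells LTB had no UMI in 51.2% of cells and a variance 27.6 times the Poisson variance, while the top 10% of cells held 72.3% of its UMIs. CCL2 was similar, absent from 73.4% of cells, with 82.0% of its UMIs in the top 10%. TFF1 had a ratio of 55.2 in the cytokine-treated and 53.7 in the vehicle library, where the top 10% of cells held 80.1% of its UMIs. NFKBIA, by contrast, was missing from 0.0659% of thinned cytokine-treated cells and had a ratio of 3.63.

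Further lists had a median r with TDO2 outside the central 95% of random lists in the cytokine-treated culture. All 19 cholesterol and fatty acid synthesis genes at CPM 20 or more had a negative r with TDO2 (median -0.05, below all random lists), as had 75 of 81 ribosomal protein genes (median -0.10, below all random lists). Also low were cell death regulators (percentile 0.315), MHC class I genes (0.355), NF-κB feedback genes (0.58), immediate early and heat shock genes (0.9), mesenchymal genes (1.225), cytokine receptors (1.93) and IL6 and STAT3 genes (2.115). Of 5 androgen receptor genes 4 had a positive r (median 0.10, percentile 98.6). CYP1B1, an AhR target, was at 87.3 CPM in thinned cells without TDO2 and at 59.6 CPM in cells with it. The cell table held 2822 vehicle and 3163 cytokine-treated cells, 5985 in all. The count per library is close to the number of cells quoted from the study above, and the count over both libraries is higher than it. Among all 2822 vehicle cells 4.82% had at least 1 TDO2 UMI. The share quoted from the study above counts cells with high endogenous TDO2 by a measure its text does not name, so no direction is drawn.

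Of the tests below, that on MYC targets in G1 cells was set before its result was seen, and the others were chosen after their results were seen. The first pattern is the TDO2 of the vehicle library, where 32 of 2822 cells held 5 or more UMIs and 69.4% of all its TDO2. Molecules carried over from the cytokine-treated library would bring other cytokine-induced transcripts in like proportion, about 265 UMIs of LTB, and the vehicle library had 0 UMIs of LTB and also 0 of SAA1, PI3, SERPINA3, LCN2 and TNF, although CCL2 taken alone had 114 UMIs against 109 expected, and S100A9 382 against 4567. Cytokine-treated cells counted as vehicle cells would carry S100A9, which 6.25% of those 32 cells had (0.766 to 20.8). Free RNA spread evenly over droplets would give a Poisson variance, and the ratio was 6.98. A hypothesis from 1 culture is that a small minority of untreated cells transcribes TDO2. The idea is not new, since the study described high endogenous TDO2 in part of this line's cells. It also listed genes coexpressed with TDO2 at baseline. Whether this transcription goes with a weak inflammatory state is open. NFKBIA was at 83.5 CPM in the 32 cells against 79.3 in the others. S100A9 was at 28.8 against 6.24 CPM, but came from only 2 of the 32 cells. None of the 32 had CCL2, which cannot decide, since only 1.04% of the other cells had it. TFF1, 17.1-fold higher in the cytokine-treated library, was at 293 against 57.9 CPM. It was found in 78.1% of the 32 cells (60.0 to 90.7) and in 31.4% of the others. TFF1 is also a luminal gene and had the highest r with TDO2 among vehicle cells. S100A8 was at 1.37 against 1.54 CPM and KYNU at 4.11 against 4.08 CPM. Cluster 0, highest in TDO2, had the most vehicle cells with S100A9 (15.2%). Vehicle cells of cluster 3 went the other way, with TDO2 at 9.07 CPM against 21.7 in cluster 0. Their S100A9 was nearly as high (20.1 against 20.9 CPM), though found in 3.94% of cells. Their NFKBIA was at 101 against 98.7 CPM and their CCL2 at 8.29 against 0 CPM.

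The second pattern is the lower level of MYC target and ribosome biogenesis genes in the cytokine-treated library. Fewer cells in S and G2/M would leave the list near the other genes once only G1 cells are compared, but there its median log2 ratio still lay below the median of all measured genes, with a difference of -0.39 (-0.44 in all cells). The smaller number of cells called S and G2/M therefore does not account for most of it. G1 cells of the vehicle library still held more proliferation transcripts, with MKI67 at 22.1 against 2.36 CPM, so G1 cells that go on cycling and cells that have left the cycle may be mixed differently in both libraries. That was not tested further, and a direct effect of the cytokines on these genes stays open as well.

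The third pattern is the 31.4% of thinned cytokine-treated cells without a TDO2 UMI. Shallow counting cannot be told apart from absence here, since cells with little TDO2 can be counted as having none, and the share with TDO2 was 59.7% at 7500 UMIs, 68.6% at 15000 and 72.02% unthinned. Cells that the cytokines did not reach would have NFKBIA near the vehicle level of 77.3 CPM, and the cells without TDO2 had 1098 CPM against 1058 CPM in cells with it (log2 ratio 0.0537). Phase differed little, since the share without TDO2 in G1 cells minus that in the other cells was -0.99 percentage points. A difference in state between responding cells and bursts of transcription both stay open as hypotheses and may act together. Some genes were higher in the cells without TDO2 (CCL2 179 against 83.0 CPM, CYP1B1 87.3 against 59.6). Others were lower there (S100A8 2861 against 3778 CPM, S100A9 4051 against 5089, KMO 202 against 255, XBP1 1060 against 1307). Others again were nearly equal (LTB 280.1 against 269, SAA1 175 against 174).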
